A study of Mus musculus with 60 samples. Its data were reported in "Gut Microbiota-Testis Axis: FMT Mitigates High-Fat Diet-Diminished Male Fertility via Improving Systemic and Testicular Metabolome" (2022).

How the data were processed

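Bacterial communities were measured in the luminal content of the small intestine of male ICR mice, an outbred strain, at 10 weeks of age. Total DNA was extracted from the content, the V3-V4 region of the bacterial 16S rRNA gene was amplified, and the libraries were sequenced on an Illumina HiSeq instrument. The authors grouped the reads into operational taxonomic units (OTUs, clusters of near-identical 16S sequences). The tool and the identity threshold of that step are not stated. The authors deposited whole-number read counts per OTU, without scaling. The study describes a scaling of every sample to the one with the fewest sequences, and the deposited counts did not carry it, because the total count differed between libraries. The table held 1898 OTUs, of which 1462 had at least 1 count in the 60 libraries of this series. A further 80 columns of per-sample values belong to other samples and were not used here.

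The table gives OTU identifiers and counts only. Names of genera and phyla were therefore not used here, and OTUs are given by their identifiers. The planned comparisons of genera, of the Bacteroidetes to Firmicutes ratio and of Lactococcus, Mucispirillum, Bacteroides and Lactobacillus were not run. UniFrac distances need a tree of the OTU sequences and were not used. The test of the interaction between diet and A10, planned on genus counts, was run on OTU counts.

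Each library was assigned to a group by its treatment label, with 10 libraries in each of 6 groups. The labels give a control group, mice given alginate oligosaccharide (AOS) at 10 mg/kg (A10), and mice on a high-fat diet (HFD). They also give mice on that diet dosed with AOS at 10 mg/kg (HFD+A10). The other groups are mice on that diet that received microbiota from AOS-dosed mice (A10-FMT) or from control mice (Con-FMT). The study's methods describe no HFD+A10 group, and its AOS-dosed donors were killed before 10 weeks of age. The dosing schedule of the A10 and HFD+A10 mice is therefore not known here. Per the study's methods, the transplanted material was pooled content of the small intestine. The donor material was not analysed here. The smallest Bray-Curtis distance between 2 libraries of one group was 0.268, and 2 simulated draws from one library differed by at most 0.0360, so no library was treated as a repeat of another.

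OTU counts were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 (estimateDisp, and glmQLFit with robust = TRUE). All 6 groups entered one fit, the library size was the total count of the library, and OTUs were kept with a count in at least 6 libraries and at least 60 counts in total. This left 509 OTUs with 99.5% of the counts. The common dispersion was 4.93. An OTU was called at a Benjamini-Hochberg adjusted p under 0.05 over the 509 OTUs. Relative abundance is the percent of all counts of a library.

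Bray-Curtis distances were computed on relative abundances, and 2 groups at a time were compared by PERMANOVA with 100000 permutations. The Shannon index (log base 2) was the mean over 20 random draws of 44159 counts, the total of the smallest library. Differences between group means of the Shannon index and of the mean Bray-Curtis distance to the control libraries were tested with two-sided permutation tests of 100000 resamples. Partial least squares discriminant analysis (PLS-DA) used 2 components on log2(percent + 0.01) of the 509 OTUs, and its leave-one-out accuracy was set against that of shuffled labels, 100 label sets with the real one. Benjamini-Hochberg adjustment covered the 6 comparisons of a measure, or 4 for the distance to control. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9. The errors given are standard deviations, except those of log2 fold changes. There the value after ± is the absolute log2 fold change divided by the square root of the F statistic, an approximate standard error. Where a group had no count, the log2 fold change depends on the small count that edgeR adds, and this value has no clear meaning.

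The group assignment, the tests and the alternatives were fixed before the data were examined, except those said below to be added later. The alternatives were TMM factors, DESeq2 1.42.0 with poscounts size factors, no filter on low counts, a fit of the 2 compared groups alone, the replicate number as a block, Jaccard and Aitchison distances (the latter with a pseudocount of 0.5), unlogged abundances in the PLS-DA, the number of OTUs seen, counts without subsampling, analysis of variance with the least significant difference test, and tests on ranks. Leaving out each library in turn, keeping only libraries with animal numbers up to 13, and a term for numbers over 13, with a resampling test of unequal spread, were added after the data were seen, as was the limit of 13 itself. The OTUs named for a comparison are at most 2, those with the lowest adjusted p under 0.05; any other is said to have been chosen after its values were seen.

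The procedures were tested on simulated data. In 3 simulations of the 509 OTUs, 200 were raised or lowered by known factors of more than an order of magnitude. edgeR called 63.5% to 72.5% of the changed OTUs, each of these in the right direction. Of its calls, 7.30% to 9.40% were OTUs that had not been changed, which is above the nominal level. Among OTUs without a change, 9.04% to 9.63% had an unadjusted p under 0.05. PERMANOVA was called in 7% of 200 simulations without a change. It was called in 82.5% of 200 with 200 changed OTUs, all raised in the same group by more than an order of magnitude. Smaller changes were not simulated, so a result that did not pass a threshold does not exclude them.

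The total count per library ranged from 44159 to 68179, with a median of 60776. A count of 3, the upper limit that a count of 0 allows, was 0.00679% of the smallest library and 0.00440% of the largest. An OTU with at most 3 counts in a library was treated as not detected there, and a fold change against a group in which no library exceeded 3 counts was computed against that limit and is a lower bound. These limits cover counting error only, since amplified reads without molecular identifiers are not independent molecules. Depth limits the statements on rare OTUs and has little effect on the abundant ones, whose spread between mice is far larger than the counting error.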

Results

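To examine the bacterial communities of the small intestine, 60 libraries of 16S rRNA gene reads were compared, 10 from each of 6 groups of mice. The mean total count was 60186 ± 4659 (SD, n = 10) in control, 56043 ± 5831 in A10, 59572 ± 4597 in HFD, 59484 ± 6310 in HFD+A10, 62642 ± 4128 in A10-FMT and 59250 ± 6026 in Con-FMT. The 10 most abundant OTUs together held 55.9% of the counts on average, from 12.7% to 90.9% of a library. OTU2 was the most abundant OTU across the 60 libraries, with a mean relative abundance of 15.0%; it was chosen after its values were seen.

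Libraries of one group differed widely. The mean Bray-Curtis distance between 2 libraries, on a scale from 0 to 1, was 0.680 within control, 0.607 within A10, 0.725 within HFD, 0.638 within HFD+A10, 0.658 within A10-FMT and 0.610 within Con-FMT. Within groups, the distance was larger between animals whose numbers in the labels were further apart (Pearson r = 0.170, one-sided permutation p = 0.0046; Spearman rho = 0.191, p = 0.0019; 60 libraries). Without the 2 libraries whose numbers were farthest from the median, r was 0.213 (p = 0.0011). Because the numbers restart in each group and the labels give no cage or sequencing batch, each comparison of communities and of OTUs with HFD is given below for the libraries with numbers up to 13 as well. The index, the distance to control and the PLS-DA were not computed within that limit. Every number of control, A10 and HFD+A10 fell within that limit, and 11 libraries of HFD, A10-FMT and Con-FMT lay above it.

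**Figure D1:**
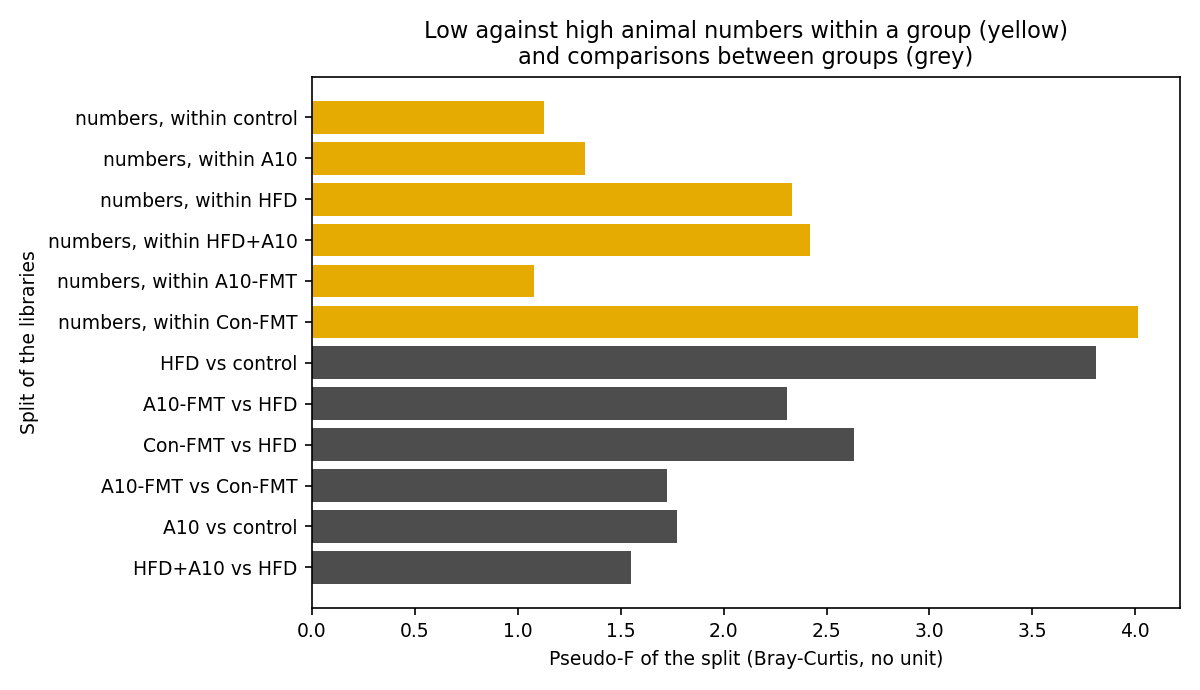
Pseudo-F of PERMANOVA on Bray-Curtis distances (x axis, no unit) for the split of each group into its 5 lowest and 5 highest animal numbers (yellow bars, 10 libraries each) and for the 6 comparisons between groups (grey bars, 20 libraries each). The split by number within Con-FMT reached 4.02, above the 3.81 of HFD vs control.

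The diversity of OTUs within a library was compared first. The Shannon index was 3.96 ± 0.86 (SD, n = 10) in control, 4.45 ± 1.05 in A10, 3.92 ± 0.55 in HFD, 3.38 ± 0.65 in HFD+A10, 3.66 ± 0.57 in A10-FMT and 3.66 ± 0.49 in Con-FMT. HFD did not change the index compared to control (difference -0.0454, permutation p = 0.890, adjusted p = 0.988). A10-FMT (-0.258, p = 0.329) and Con-FMT (-0.261, p = 0.273) did not differ from HFD by more than the spread between mice (adjusted p = 0.493 for both), and A10-FMT and Con-FMT differed by 0.0029 (p = 0.988). A10 was 0.491 above control (p = 0.265, adjusted p = 0.493), and the difference of HFD+A10 from HFD was -0.535 (p = 0.0658, adjusted p = 0.395). Among the unblocked alternatives, the number of OTUs seen moved these tests most. Under it, the difference of HFD+A10 from HFD was -61 OTUs (p = 0.0336, adjusted p = 0.202). With the replicate number as a block, A10 was 0.914 above control in the 8 pairs of libraries sharing a number. The sign-flip test over these pairs gave p = 0.0938 (adjusted p = 0.188 over 2 comparisons).

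**Figure D2:**
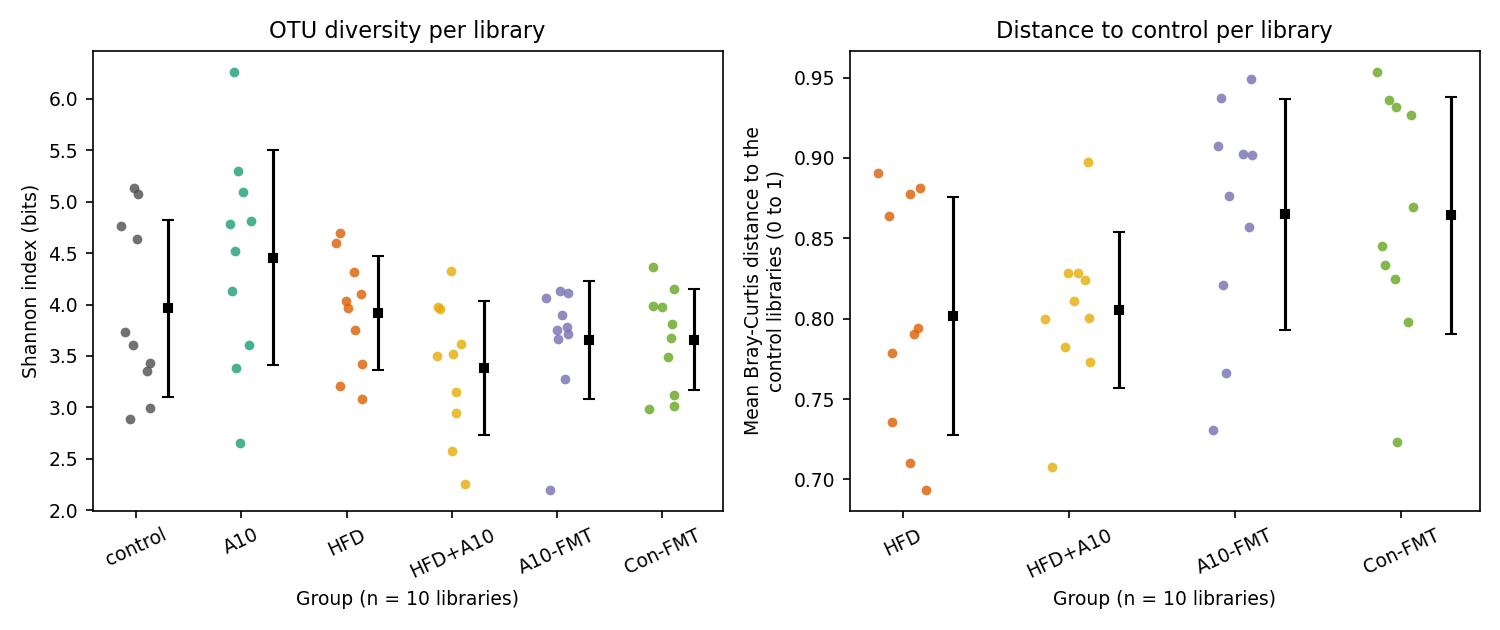
Left, Shannon index (y axis, bits) per library in the 6 groups; right, mean Bray-Curtis distance of each library to the 10 control libraries (y axis, 0 to 1) in the 4 groups on the high-fat diet. Points are libraries, and squares with bars are means ± SD (n = 10); the groups overlap in both panels, with means of 0.802 in HFD and 0.865 in A10-FMT on the right.

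HFD changed the composition of the community. The groups HFD and control differed in Bray-Curtis distance (PERMANOVA R2 = 0.175, permutation p = 6.0e-05, adjusted p = 0.00036), and the R2 was 0.230 (exact permutation p = 0.000125) in the 6 HFD and 10 control libraries with numbers up to 13, the setting that moved it most. edgeR called 161 of 509 OTUs, 73 higher and 88 lower in HFD, and DESeq2, which moved the count most among the unblocked alternatives, called 104. With numbers up to 13, 197 were called, 63 higher and 134 lower. Of 100 splits of the 20 libraries, 1, the real one, gave as many as 161. OTU8 rose from at most 1 count in any control library to 3.09% ± 4.40 (SD, n = 10) in HFD, at least 616-fold higher, with 5 of 10 HFD libraries above 3 counts (log2 fold change 13.01 ± 2.23, adjusted p = 2.11e-05); without replicate 10, at 13.9%, the HFD mean was 1.89%. These 5 libraries had the 5 lowest animal numbers of HFD, 1 to 10, and the 5 with numbers 11 to 20 had at most 2 counts. OTU16 had no count in any HFD library, which allows up to 3 counts in each. It reached 1.33% ± 2.20 in control, in 7 of 10 libraries (at least 263-fold lower in HFD, adjusted p = 2.11e-05). Its control mean was 0.839% without replicate 8.

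**Figure D3:**
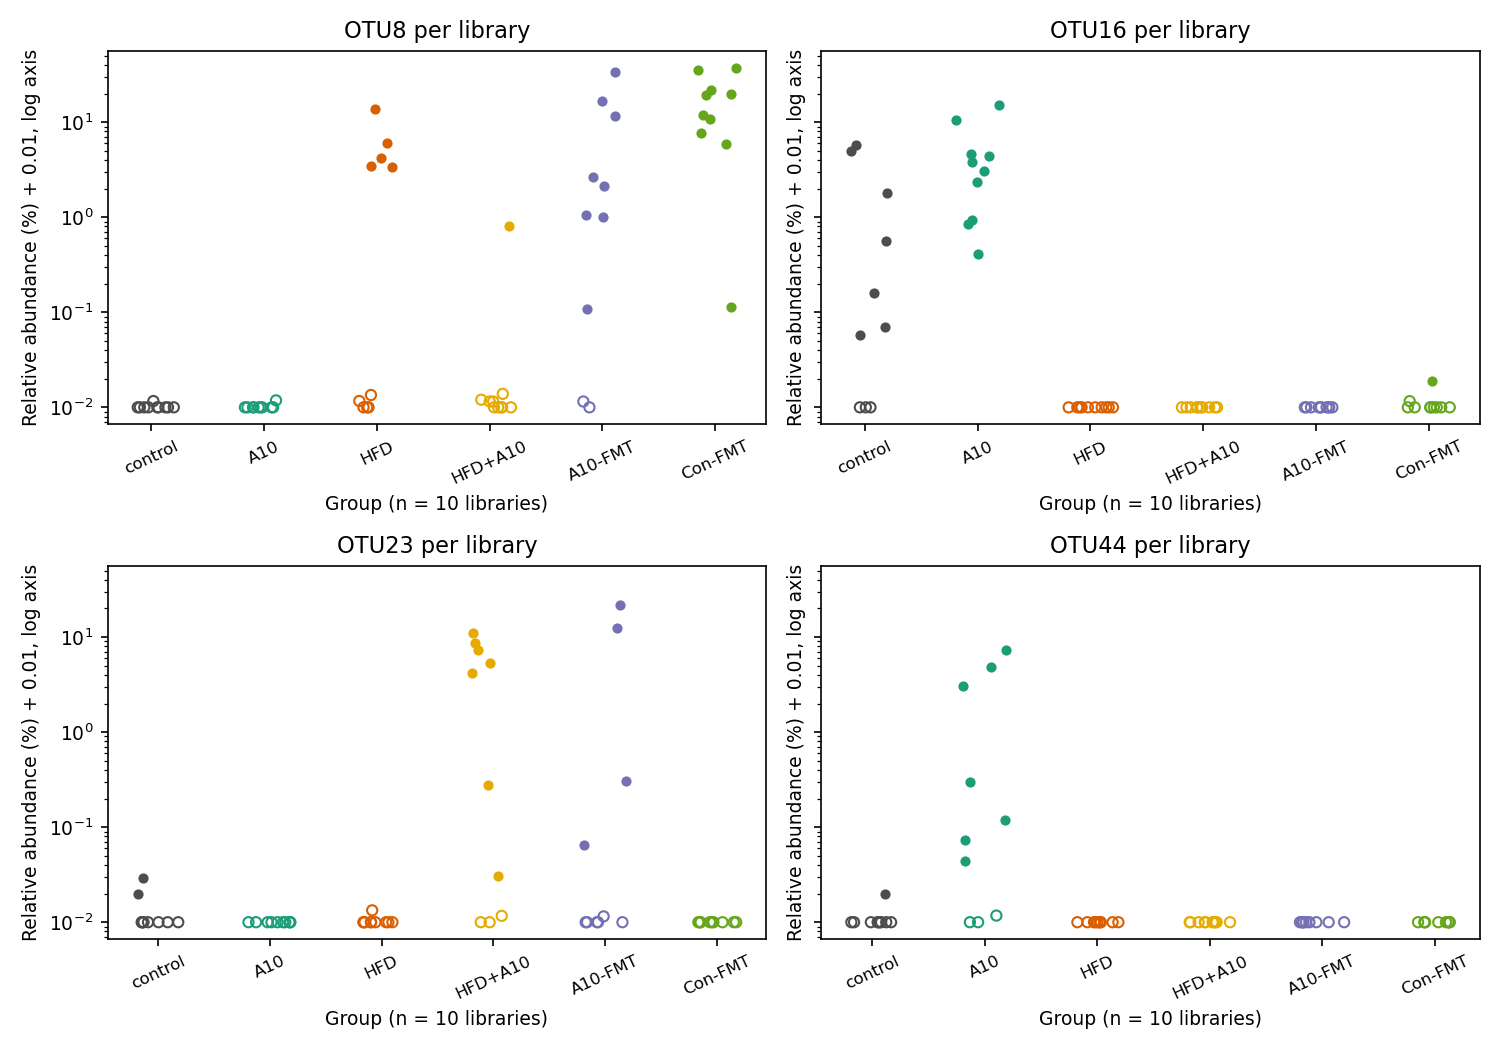
Relative abundance in percent plus 0.01 (y axis, log scale) of OTU8, OTU16, OTU23 and OTU44 in each library of the 6 groups (10 points per group). Filled points are libraries with more than 3 counts and open points those with 3 or fewer; OTU23 was detected in 7 HFD+A10, 4 A10-FMT and 2 control libraries and in no A10, HFD or Con-FMT library.

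To find whether the transplants altered the community of mice on the high-fat diet, A10-FMT and Con-FMT were each compared with HFD. A10-FMT differed from HFD (R2 = 0.114, p = 0.00929, adjusted p = 0.0242). In the 4 A10-FMT and 6 HFD libraries with numbers up to 13 the R2 was 0.180 (exact permutation p = 0.10), and in the 6 A10-FMT and 4 HFD libraries with higher numbers it was 0.264 (exact permutation p = 0.00476). Of 509 OTUs, 187 were called, 31 higher and 156 lower in A10-FMT; with numbers up to 13, 0 were called and 76 had an unadjusted p under 0.05. OTU1438 had no count in HFD and 1.72% ± 3.84 (SD, n = 10) in A10-FMT, with 4 of 10 libraries above 3 counts (at least 339.5-fold higher, adjusted p = 0.000192), and the mean was 0.641% without replicate 14; of the 4, replicate 5 alone had a number up to 13, with 0.0341%. OTU29 had no count in A10-FMT and 0.911% ± 2.80 in HFD, above 3 counts in 3 libraries (at least 189-fold lower, adjusted p = 0.000192). That mean rested on HFD replicate 18, without which it was 0.0257%, and the 3 libraries had numbers 18 to 20.

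Con-FMT differed from HFD as well (R2 = 0.128, p = 0.0121, adjusted p = 0.0242). In the 9 Con-FMT and 6 HFD libraries with numbers up to 13 the R2 was 0.115 (exact permutation p = 0.108); with higher numbers Con-FMT had 1 library, too few for a test. Leaving out HFD replicate 11 moved the adjusted p of both transplant groups against HFD to 0.0604, and leaving out HFD replicate 19 moved it to 0.0553. edgeR called 160 OTUs, 27 higher and 133 lower in Con-FMT, and 34 of 509, 7 higher and 27 lower, in the libraries with numbers up to 13. Without HFD replicate 18, 82 were lower. OTU102 had no count in HFD and 0.251% ± 0.647 (SD, n = 10) in Con-FMT, in 4 of 10 libraries (at least 49.6-fold higher, adjusted p = 0.000712), with a mean of 0.0484% without replicate 17. OTU19 had no count in Con-FMT and 0.297% ± 0.579 in HFD, in 4 of 10 libraries (at least 57.9-fold lower, adjusted p = 0.000712), with a mean of 0.138% without HFD replicate 20; the 4 libraries had numbers from 11 to 20.

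A10-FMT and Con-FMT, which both received a transplant, were then compared with each other. Because the content was pooled per donor group, the mice replicate the recipients and not the donors. An effect of the donors' AOS treatment therefore cannot be told apart from any other difference between the pools. The communities did not differ past the threshold (R2 = 0.0873, p = 0.0864, adjusted p = 0.104), and the adjusted p was 0.0268 without Con-FMT replicate 17. In the 4 A10-FMT and 9 Con-FMT libraries with numbers up to 13 the R2 was 0.184 (exact permutation p = 0.0224, adjusted p = 0.0671). Of 509 OTUs, 8 were called, 7 higher and 1 lower in A10-FMT, and 40 of 100 splits of the libraries gave as many. With numbers up to 13, 0 were called and 50 had an unadjusted p under 0.05. OTU23 was 3.42% ± 7.44 (SD, n = 10) in A10-FMT, in 4 of 10 libraries, and had no count in Con-FMT (at least 668-fold higher, log2 fold change 13.99 ± 2.51, adjusted p = 0.000126); the mean was 1.41% without replicate 14. The 4 libraries had numbers 5, 14, 18 and 20, and the one up to 13, replicate 5, held 0.0549%, so nearly all of the mean came from numbers over 13, where Con-FMT had 1 library. OTU1438 was at least 336-fold higher in A10-FMT (adjusted p = 0.000457), in the same 4 libraries as OTU23. The OTU called lower was OTU102 (at least 52.2-fold lower, adjusted p = 0.00195), chosen here after its values were seen.

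**Figure D4:**
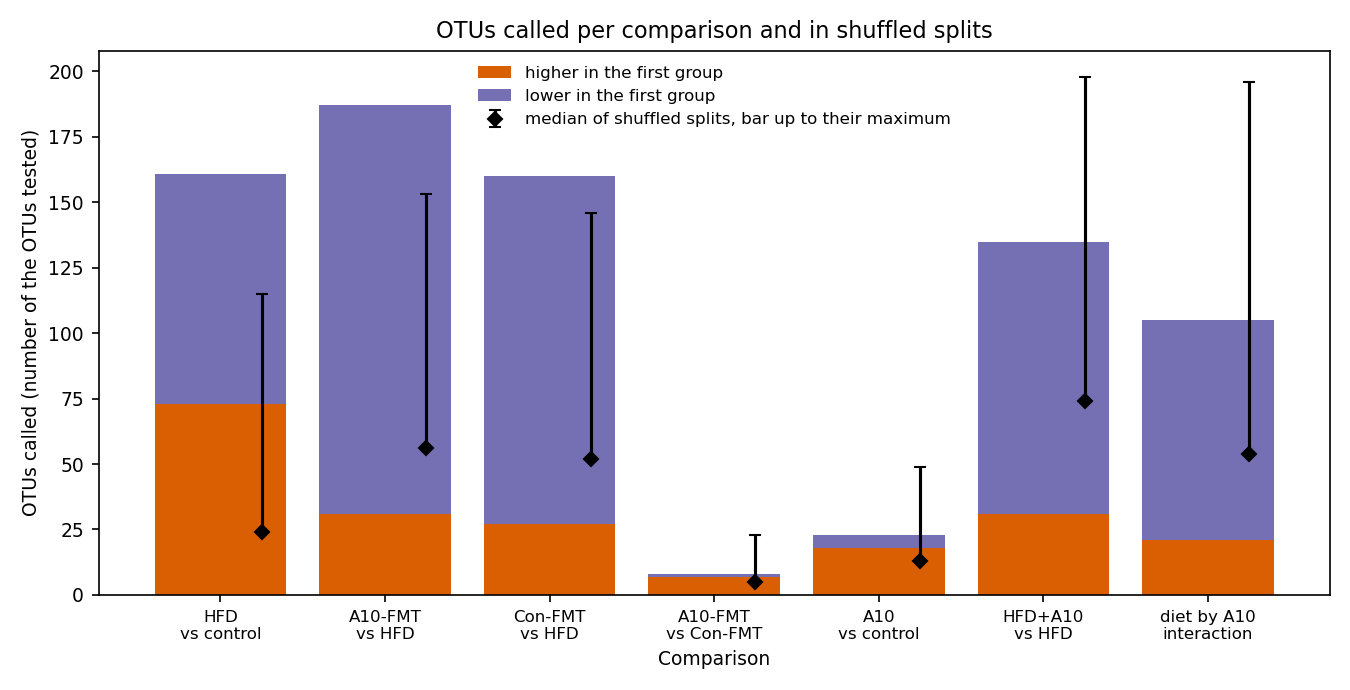
Number of the 509 OTUs called at an adjusted p under 0.05 (y axis) in the 6 comparisons and the diet by A10 interaction (x axis), stacked as higher and lower in the first group. Diamonds are the median number called with shuffled group labels, with a bar up to their maximum; 187 OTUs were called in A10-FMT vs HFD against a median of 56 and a maximum of 153, and 8 in A10-FMT vs Con-FMT against a median of 5 and a maximum of 23.

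PLS-DA of HFD, A10-FMT and Con-FMT placed 83.3% of the 30 libraries in their group when scored on the libraries it was fitted to, and 70% when each library was left out in turn, where guessing gives 33.3%. Only the real labels, 1 of 100 label sets, reached that leave-one-out accuracy (p = 0.01, the smallest that 100 sets can give). On unlogged abundances it was 53.3% (p = 0.04). For HFD and control, 95% of the 20 libraries were placed in their group when left out (p = 0.01).

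Whether a transplant moved the community towards control was asked through the distance of each library to the control libraries. The mean distance was 0.802 ± 0.074 (SD, n = 10) in HFD, 0.805 ± 0.048 in HFD+A10, 0.865 ± 0.072 in A10-FMT and 0.864 ± 0.074 in Con-FMT. A10-FMT (difference 0.0633, permutation p = 0.0702) and Con-FMT (0.0626, p = 0.0737) were not closer to control than HFD, and their larger means were within the spread between mice (adjusted p = 0.147 for both). Among the unblocked alternatives the Aitchison distance moved this most, with a permutation p of 0.0204 for A10-FMT (adjusted p = 0.0817) and 0.119 for Con-FMT (adjusted p = 0.239). The least significant difference test gave p = 0.0376 and p = 0.0396 (adjusted p = 0.0793 for both). HFD+A10 and HFD differed by 0.0037 (p = 0.898), and A10-FMT and Con-FMT by 0.0007 (p = 0.985).

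AOS was also given directly. On the control diet, A10 and control did not differ past the threshold (R2 = 0.0897, p = 0.0560, adjusted p = 0.0840); leaving out control replicate 11, control replicate 8 or A10 replicate 3 gave adjusted p-values of 0.0358, 0.0374 and 0.0480. edgeR called 23 OTUs, 18 higher and 5 lower in A10, and 15 of 100 splits of the libraries gave as many. The count was 11 without control replicate 1, 14 without control replicate 4 or 5, 15 without control replicate 3 or 11, and 37 without control replicate 8. OTU44 was 1.57% ± 2.62 (SD, n = 10) in A10, in 7 of 10 libraries, and was above 3 counts in 1 control library (log2 fold change 10.36 ± 2.19, adjusted p = 0.00558; mean of 0.936% in A10 without replicate 4). OTU446 had the same adjusted p, rested on 52 counts in A10 replicate 10, and was not called without that library (adjusted p = 0.0818). Among the 5 OTUs called lower, OTU107 and OTU412 had the lowest p (adjusted p = 0.0204 for both) and were chosen after their values were seen. OTU107 fell to 0.00116% in A10 from 0.144% ± 0.295 in control, or 0.0615% without control replicate 1, and OTU412 had at most 25 counts in any library of either group.

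On the high-fat diet, HFD+A10 and HFD did not differ in Bray-Curtis distance (R2 = 0.0792, p = 0.133, adjusted p = 0.133), nor in the libraries with numbers up to 13 (R2 = 0.0908, exact permutation p = 0.183). They did differ in Jaccard distance, which uses presence alone (R2 = 0.0951, adjusted p = 0.0179), and in Aitchison distance (R2 = 0.109, adjusted p = 0.0304). edgeR called 135 OTUs, 31 higher and 104 lower in HFD+A10, with 57 lower without HFD replicate 18. Of 100 splits of the libraries, 5 gave as many. edgeR called 45, 19 higher and 26 lower, in the 10 HFD+A10 and 6 HFD libraries with numbers up to 13. OTU23 was 3.68% ± 4.22 (SD, n = 10) in HFD+A10, in 7 of 10 libraries, and at most 2 counts in any HFD library (at least 727-fold higher, adjusted p = 0.000345). OTU1438 was 1.59% ± 1.79 in the same 7 libraries and had no count in HFD (at least 315-fold higher, adjusted p = 0.000276).

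The effect of A10 was compared between the diets with an interaction term, which called 105 OTUs, 21 with a more positive and 84 with a more negative effect of A10 on the high-fat diet. Of 100 splits of the libraries, 6 gave as many, and 65 OTUs were called without HFD replicate 18. The median log2 change of the 509 OTUs was 0 in HFD vs control, -0.86 in Con-FMT vs HFD and -1.31 in the interaction, and -0.39, -0.62 and -1.16 under TMM scaling, so small changes depend on the scaling. The OTUs called under both scalings kept their direction in every comparison.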

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

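The comparison of single libraries with their depth, and the permutation test of the interaction after adjustment for depth, were chosen after the result was seen.

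In 13 of 37 groups of values tested, 1 library lay far from the other 9 of its group; 1 in 20, or 1.85, would do so by chance. Of the 13, 9 were relative abundances of single OTUs, most of them not detected in some mice and high in a few.

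The lowest total count in Con-FMT was 44159 in replicate 17, with the others between 53744 and 63676, and the lowest in A10-FMT was 53572 in replicate 18, with the others between 60664 and 68179. The tests used the total count as library size, relative abundances or equal numbers of counts. The Shannon index of A10-FMT replicate 5 was 2.20, with the others between 3.27 and 4.13, and its total count of 67419 was among the highest of its group. Control replicate 5 had 95.35 OTUs after subsampling, with the others between 235 and 390 (mean 283, or 304 without it), at a total count of 62255. Both totals are above the median of 60776, which argues against few reads as the source of either value. Within groups a larger total count went with a lower Shannon index (r = -0.344), as in the A10-FMT library, where the most abundant OTU held 61.9% of the counts. The labels give no further detail on these mice, and no biological explanation was tested.

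Among OTUs, OTU8 was 13.9% in HFD replicate 10, with the others at most 5.99%. OTU1438 was 11.4% in A10-FMT replicate 14 and at most 5.64% in the others. OTU29 was 8.88% in HFD replicate 18 and at most 0.216% in the others. OTU102 was 2.08% in Con-FMT replicate 17 and at most 0.233% in the others. OTU446 was 0.113% in A10 replicate 10, OTU412 was 0.0438% in control replicate 8, OTU44 was 0.00986% in control replicate 9, and OTU107 was 0.0116% in A10 replicate 2 and 0.890% in control replicate 1. Of the OTUs named by the fixed rule, OTU446 alone lost its call when its extreme library was left out (adjusted p = 0.0818). No biological explanation was tested for these libraries.

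The effect of A10 on OTUs differed between the diets for 105 OTUs in the test of the interaction itself. When the A10 label was shuffled within each diet, 6 of 100 splits, the real one included, gave as many, with a median of 54 and a maximum of 196 in the others, so this count is within what regrouping the same mice can give. HFD replicate 18 contributed to it, since 65 OTUs were called without that library.

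The effect of A10 on the Shannon index also differed between the diets, by -1.03 (permutation p = 0.0466): A10 was 0.491 above control without the high-fat diet, and the difference of HFD+A10 from HFD was -0.535. Neither effect passed its own threshold. This was 1 test outside the 6 comparisons of the index. An adjustment for total count within groups kept 81.6% of the difference (-0.837, permutation p = 0.0844, 10000 shuffles), no longer past the threshold. The number of reads itself is argued against, since equal counts changed the index by at most 0.00533, but whatever made the index fall with total count cannot be told apart from an effect of A10: the difference that is left is within the spread between mice. An effect of A10 that depends on the diet stays open as a hypothesis, and so does housing, because communities were more alike in animals with close numbers (r = 0.170) and the labels give no cages.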

How the results depend on the processing

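Alternatives at the genus and phylum level, those on single genera and the removal of chloroplast or mitochondrial OTUs were not run, since names of taxa were not used here.

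TMM factors kept the number of called OTUs within 1.5 times in all 6 comparisons and the interaction. They moved the split in A10-FMT vs Con-FMT from 7 higher and 1 lower to 9 and 3. DESeq2 called fewer OTUs in most comparisons: 104 in HFD vs control, 80 in A10-FMT vs HFD, 62 in Con-FMT vs HFD, 58 in HFD+A10 vs HFD, 4 in A10 vs control and 39 in the interaction, but 16 in A10-FMT vs Con-FMT. Its splits into higher and lower were 58 and 46 in HFD vs control, 19 and 43 in Con-FMT vs HFD, 6 and 10 in A10-FMT vs Con-FMT, 1 and 3 in A10 vs control and 12 and 27 in the interaction. It gave no adjusted p to 79, 129, 60, 119 and 138 OTUs in HFD vs control, A10-FMT vs HFD, Con-FMT vs HFD, HFD+A10 vs HFD and A10-FMT vs Con-FMT, and to 227 in the interaction; these are not counted as lost. Of the edgeR calls, 86 in HFD vs control, 69 in A10-FMT vs HFD and 3 in A10-FMT vs Con-FMT were also called by DESeq2, with the same direction. DESeq2 changes the scaling and the test together. Without a filter on low counts, 27 OTUs were called in A10-FMT vs Con-FMT and 58 in A10 vs control, of 1462 tested. A fit of A10-FMT and Con-FMT alone called 28, 13 higher and 15 lower, so the excess of higher OTUs in that comparison depends on the fit. The cause was not tested for these differences.

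In the libraries with numbers up to 13, 0 OTUs were called in A10-FMT vs HFD and in A10-FMT vs Con-FMT (76 and 50 at an unadjusted p under 0.05), 34 in Con-FMT vs HFD and 45 in HFD+A10 vs HFD; fewer libraries entered these fits. With a term for numbers over 13 and all libraries, 54 were called in Con-FMT vs HFD, 15 higher and 39 lower, and 68 in HFD+A10 vs HFD, 35 higher and 33 lower. A10-FMT vs HFD kept 154 of its 187 calls, and HFD vs control had 65 higher and 134 lower. A10-FMT vs Con-FMT had 3 higher and 6 lower, with 4 of its 8 calls kept. The community difference under the same restriction was R2 = 0.180 (adjusted p = 0.129) for A10-FMT vs HFD and R2 = 0.115 (adjusted p = 0.129) for Con-FMT vs HFD, no longer past the threshold.

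HFD+A10 vs HFD passed the threshold in Jaccard distance (R2 = 0.0951, adjusted p = 0.0179) and in Aitchison distance (R2 = 0.109, adjusted p = 0.0304), and the other 5 comparisons kept their side of the threshold under both. The cause was not tested. The difference in Shannon index between A10-FMT and Con-FMT changed sign for the number of OTUs seen (-5.28 OTUs, adjusted p = 0.818), and that in distance to control between HFD+A10 and HFD changed sign for the Aitchison distance (-0.733, adjusted p = 0.737). Neither the Shannon index nor the distance to control passed the threshold in any comparison under any alternative, including analysis of variance with the least significant difference test. The PLS-DA of HFD, A10-FMT and Con-FMT placed 53.3% of left-out libraries in their group on unlogged abundances (p = 0.04).

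Replicate numbers are shared by some libraries of different groups, and fits with the number as a block were made. Libraries with the same number did not deviate together: the mean correlation of their deviations from the group means ranged from -0.04 to 0.158 over the 6 comparisons, and at most 2 pairs in a comparison exceeded 0.1. With the number as a block, 0 OTUs were called in each of the 6 comparisons, with 94, 31, 20, 1, 80 and 24 OTUs at an unadjusted p under 0.05 in HFD vs control, A10-FMT vs HFD, Con-FMT vs HFD, A10-FMT vs Con-FMT, A10 vs control and HFD+A10 vs HFD; only the libraries sharing a number inform such a fit. Swapping labels within the 6 same-number pairs of Con-FMT vs HFD gave R2 = 0.114 (adjusted p = 0.188). The block changed no other call among the comparisons with at least 6 such pairs.

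Leaving out 1 library at a time gave 11 to 37 called OTUs in A10 vs control, with 6 of 20 fits beyond 1.5 times, and 65 to 134 in the interaction, with 65 without HFD replicate 18. The counts of the other 5 comparisons stayed within 1.5 times. The R2 ranged from 0.0756 to 0.108 in A10 vs control, from 0.0780 to 0.117 in A10-FMT vs Con-FMT, from 0.102 to 0.138 in A10-FMT vs HFD and from 0.113 to 0.154 in Con-FMT vs HFD, each with 1 to 3 of 20 fits on the other side of the threshold. Their adjusted p ranged from 0.0358 to 0.162, 0.0268 to 0.171, 0.00504 to 0.0604 and 0.00968 to 0.0604. In HFD vs control and HFD+A10 vs HFD no fit crossed it. Among the 12 results on single OTUs, 2 of 48 unblocked fits lost a call, both under DESeq2 in A10 vs control, and 1 of 240 fits without 1 library did, and none changed direction.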

Other observations

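The tests of depth on the Shannon index, of splits by number within the transplant groups, of OTUs near 0 without the high-fat diet, of trace counts, of HFD libraries left out, of numbers over 13, of unequal spread and of OTU23 with OTU1438 were chosen after the result was seen.

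Regrouping the same libraries at random showed how many OTUs can be called under shuffled labels. Such splits can mix the 2 groups unevenly and so keep part of a real difference. In HFD vs control, A10-FMT vs HFD and Con-FMT vs HFD, 1 of 100 splits, the real one, gave as many called OTUs; the medians of the other splits were 24, 56 and 52. In HFD+A10 vs HFD 5 of 100 splits gave as many, in A10 vs control 15 of 100, and in A10-FMT vs Con-FMT 40 of 100. The real split is included in each count. The 8 OTUs called between the transplant groups are thus within what regrouping gave, even though OTU23 and OTU1438 have low adjusted p-values. In 3 simulations of independent libraries without a change edgeR called 0 to 3 OTUs. The medians of the shuffled splits were higher. A spread between mice beyond that model and what the splits keep of a real difference cannot be told apart here.

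One candidate source of spread between mice of a group is housing or processing shared by animals with close numbers. Within groups, Bray-Curtis distance rose with the difference between numbers (r = 0.170), most in Con-FMT (r = 0.455, rho = 0.460, one-sided permutation p = 0.0083 and 0.0068, adjusted p of r = 0.0282) and HFD+A10 (r = 0.429, rho = 0.359, one-sided permutation p = 0.0094 and 0.0156, adjusted p of r = 0.0282). In A10-FMT it did not (r = -0.121, rho = -0.123, one-sided permutation p = 0.783 and 0.793). Each group had 10 libraries, and 6 groups were tested. Splitting each group into its 5 lowest and 5 highest numbers gave pseudo-F values of 4.02 in Con-FMT (exact permutation p = 0.0159, adjusted p = 0.0476), 2.42 in HFD+A10 (exact permutation p = 0.0397, adjusted p = 0.0794) and 2.33 in HFD (exact permutation p = 0.0159, adjusted p = 0.0476), with 1.08 to 1.33 in the other 3 groups, beside 3.81 for HFD vs control and 1.55 to 2.63 for the other comparisons. Within HFD, OTU8 exceeded 3 counts in the 5 libraries with the lowest numbers and in none of the other 5. The same split called 140 OTUs within HFD, 60 within HFD+A10, 48 within control and 15 within A10, and 1 within A10-FMT and 1 within Con-FMT. Whether such differences between numbers lie behind the 8 OTUs called between A10-FMT and Con-FMT cannot be told apart from an effect of the donors: these 2 groups had 1 call each, in splits of 5 against 5 libraries and not 10 against 10. The labels give no cages, so housing stays open as an explanation.

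The libraries over 13, 6 of A10-FMT and 4 of HFD, differed by themselves (exact permutation p = 0.00476). This argues against an effect of high numbers shared by both groups as the whole cause. Numbers restart in each group, however, and the 4 HFD libraries had numbers 17 to 20. Housing shared by those mice cannot be told apart from an effect of the transplant, and the libraries up to 13 gave an exact permutation p of 0.10. For Con-FMT, an effect of numbers over 13 cannot be told apart from an effect of the transplant. Only 1 Con-FMT library had a number over 13, and the comparison up to 13 gave an exact permutation p of 0.108 with 9 and 6 libraries. HFD had the largest spread, with a mean distance to the group centre of 0.489 against 0.461 in control, 0.443 in A10-FMT and 0.411 in Con-FMT; these differences were within the spread between mice (lowest adjusted p = 0.295). When groups were moved to a common centre and resampled with their own spread, 10000 resamplings reached the real pseudo-F with p = 0.0029 in HFD vs control, 0.0367 in A10-FMT vs HFD and 0.0289 in Con-FMT vs HFD (adjusted p = 0.0087, 0.0367 and 0.0367). This argues against unequal spread as the whole cause in the 3 comparisons, narrowly in the latter 2.

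PLS-DA scored on its own libraries is a weak check, as shuffled labels reached a median of 73.3% for the 3 groups on the high-fat diet and 100% for HFD and control. The leave-one-out accuracy of 70% against a shuffled median of 23.3% argues against fitting alone as the cause of the separation; the accuracy on its own libraries did not decide it.

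In the fit of all libraries most called OTUs were lower in the other groups on the high-fat diet than in HFD, and 59 were lower in all 3 comparisons. The HFD libraries are common to the 3 comparisons, so some sharing arises without any effect. When the labels of the 40 libraries on the diet were shuffled the median was 2 and the maximum 49, with 1 of 100 label sets, the real one, reaching 59. The shuffles do not hold the number of lower calls per comparison fixed, so sharing that comes from the HFD libraries alone cannot be told apart from an effect common to the 3 groups. Without HFD replicate 18, 110 OTUs instead of 156 were lower in A10-FMT vs HFD, 82 instead of 133 in Con-FMT vs HFD and 57 instead of 104 in HFD+A10 vs HFD, so that 54.8% was the lowest share left by any 1 library. Without replicates 18 and 19, which had 313 and 312 OTUs against a group mean of 241, the number was 41.4% of the original in Con-FMT vs HFD and 34.6% in HFD+A10 vs HFD, and 50.6% in A10-FMT vs HFD. Over 45 pairs of HFD libraries the median was 96.2%, 92.3% and 94.2%. With a term for numbers over 13, as both mice have, 35 OTUs were higher and 33 lower in HFD+A10 vs HFD, where the excess was no longer seen; 15 and 39 in Con-FMT vs HFD, and 29 and 128 in A10-FMT vs HFD. These HFD mice may thus account for much of the excess of lower calls in Con-FMT and HFD+A10, and less so in A10-FMT.

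OTUs near 0 without the high-fat diet were a large part of the community on it. There were 11 OTUs with a mean of at least 0.5% in the 40 libraries on the high-fat diet and under 0.05% in the 20 others. Together they held 33.9% ± 21.4 (SD, n = 40) of the counts on the diet, from 0.0249% to 76.9%, and at most 0.479% of any library off it. Of the 11, OTU23 and OTU1438 were not detected in HFD or Con-FMT and so do not follow the diet as such. The other 9 held 31.3% ± 21.9. Bacterial DNA carried by the diet is argued against as a common source: none of the 11 was above 3 counts in all 40 libraries, their spread between mice did not differ from that of 19 other abundant OTUs (median SD of log2 abundance 2.67 and 2.99, permutation p = 0.272), and the log2 ratio of 2 such OTUs had a median SD of 3.42 within groups (3.11 among the 9, lowest 2.20, and 4.07 for pairs of the 19), where a common source would hold it near constant. OTU8, for instance, was 17.1% ± 12.3 in Con-FMT and 0.0807% ± 0.252 in HFD+A10. These tests address a source shared by several OTUs, and they do not exclude diet DNA as the source of a single one. OTU7, the most widespread of the 11, was above 3 counts in 38 of the 40 libraries. Growth on the diet stays open as a biological explanation, untested here. Traces of diet-restricted OTUs in mice on the other diet had no clear relation to their abundance on their own diet. Over 18 OTUs, Spearman rho was 0.0588 (one-sided permutation p = 0.408), and 0.0618 (p = 0.411) without OTU23 and OTU1438. Where there was any trace, it ranged from 0.00257% to 3.18% of that abundance. Whether the traces were reads assigned to the wrong library stays open. The OTUs were chosen for being near 0 on the other diet, which limits the range of the traces, and they are not independent replicates.

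OTUs of mice off the high-fat diet that HFD lacked were rarely found in the transplant groups. Of 43 OTUs found in at least 3 A10 libraries, in fewer than 3 control libraries and in no HFD library, A10 libraries held 18.3 ± 10.35 (SD, n = 10), A10-FMT libraries 0.5 ± 0.85 and Con-FMT libraries 0.7 ± 1.06 (permutation p = 0.813). Of 119 OTUs of chow-fed mice missing from HFD, A10-FMT libraries held 3.1 ± 2.13, Con-FMT libraries 3.5 ± 4.09 and HFD+A10 libraries, without a transplant, 2.3 ± 3.23 (permutation p = 0.585 and 0.521). Of 14 OTUs of control mice missing from HFD, both transplant groups held 1 on average (SD 1.05 and 1.25) and HFD+A10 held 0.2 ± 0.42 (permutation p = 0.0696 and 0.0978), so this small set stays undecided. OTU16, in 10 of 10 A10 libraries at 4.59% ± 4.68, had no count in A10-FMT. These values argue against a lasting presence of the 2 larger sets in the transplant groups at 10 weeks of age. The sets were chosen for being missing from HFD, so loss on the high-fat diet cannot be told apart from a lack of transfer. The A10 libraries are from mice older than the study's donors. The donor material itself was not analysed here, and transfer of single OTUs, or of OTUs that HFD mice already held, stays open.

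The effects of A10 on the high-fat diet by direct dosing (HFD+A10 vs HFD) and by transplant (A10-FMT vs Con-FMT) share no library. Across 509 OTUs their log2 fold changes had a Spearman rho of 0.167, where 99 shuffles gave -0.128 to 0.132, and 1 of 100 label sets, the real one, was as large. A small effect common to both routes would give such a correlation, across OTUs that are not independent replicates. For the transplant route, another difference between the donor pools cannot be told apart from an effect of A10. OTU23 and OTU1438 were called higher in both comparisons. OTU23 exceeded 3 counts in 7 HFD+A10 and 4 A10-FMT libraries, in 2 control libraries at no more than 0.0194%, and in no A10, HFD or Con-FMT library. In the 12 libraries with both, OTU23 was 2.04 times as abundant as OTU1438 and the SD of the log2 ratio was 0.330, the lowest among 585 pairs of abundant OTUs, with a median of 4.31. They may therefore be 1 organism split over 2 OTUs, in which case their calls count once. The A10 mice, given AOS without the high-fat diet, lacked both. Whether the mice holding them were housed or processed together cannot be told apart from an effect of A10: their numbers were no closer than those of shuffled carriers (one-sided permutation p = 0.20), but with 4 carriers in A10-FMT the test had little reach.

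Deeper libraries did not have a higher Shannon index. Within groups the index fell with total count (r = -0.344, permutation p = 0.0104; Spearman rho = -0.291, p = 0.0320; 60 libraries), and r was -0.416 without the 2 libraries farthest from the median depth, although the index was computed on equal numbers of counts. On all counts, where more reads can raise the index, r was -0.343 (permutation p = 0.0114; Spearman rho = -0.291, p = 0.0338; -0.416 without the 2 libraries). Bringing the libraries to equal counts changed the index by at most 0.00533, against an SD of at least 0.491 within groups, which argues against the number of reads as the source of its differences between libraries. The number of OTUs seen on all counts did not fall with total count past the threshold (r = -0.154, permutation p = 0.256, Spearman rho = -0.230, p = 0.0863). Several relations were thus tested, and why samples with a lower index gave more reads was not.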
